A study of Rattus norvegicus with 6 samples.

How the data were processed

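RNA recovered by pull-down was sequenced from GH4C1 cells, an established rat pituitary line of the growth hormone and prolactin lineage. Per the labels' protocols, living cells were treated with psoralen, a compound that crosslinks base-paired nucleic acid strands. RNA was then retrieved with pools of oligonucleotides, and strand-specific libraries were sequenced as paired reads. The study design names the long noncoding RNA Neat1 as the RNA whose direct partners were sought. The labels give 2 groups, oligo pool A and oligo pool B, with 3 libraries each. They do not state the sequences in either pool, where on the target they bind, or whether a pool served as a control. Input RNA and uncrosslinked cells were not analysed here.

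The authors deposited a table of counts for 32883 rat genes with Ensembl gene identifiers and the gene names of that annotation. The counts are whole numbers whose sums differ between libraries, so they were taken as raw counts without normalization. Per the labels, the aligner, the counting tool, the genome build, the annotation version and any filter are not stated. The table also holds a mean per oligo pool, which equals the mean of the 3 counts in every row and was not used further. All 6 count columns were matched to samples by title. Gene names were shared by 2795 rows, and 9166 rows carried clone-based names. 13972 rows held no count in any library. No gene coordinates or lengths came with the table. A RefSeq gene list for the GRCr8 assembly was used only to learn which genes neighbour each other. Of the table's names, 17199 were unique and matched that list. Consecutive matched rows lay on the same chromosome in 98.9% of cases, and in ascending order in 94.2% of those, so the table runs in genomic order.

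Total counts per library were between 1826390 and 3685899, a 2.02-fold range. A count of 0 allows up to 3 counts, which corresponds to between 0.814 and 1.64 CPM (counts scaled to the library's total count). Confidence intervals for shares of counts are 95% Wilson intervals. Reads carried no stated molecular identifiers, so the intervals and floors cover counting error only.

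The pools were compared with edgeR 4.0.16 in R 4.3.3, with TMM normalization, edgeR's expression filter by group, and the quasi-likelihood test on all 6 libraries with the pool as the only term. Fold changes are pool A over pool B on the log2 scale. Standard errors were derived from the fold change and the quasi-likelihood F statistic. P-values are two-sided and adjusted by the Benjamini-Hochberg method over all tested genes, with a threshold of 0.05. CPM values use the total counts of each library. In simulated counts with the means, library sizes and dispersions of these libraries, 200 genes were changed by a known factor, and 198 of them were among the 11559 genes tested. The test recovered 88.9% of those changed 4-fold and 40.4% of those changed 2-fold, and 5.19% of its calls were unchanged genes. As many genes were raised as lowered, and far fewer were changed than the 40.6% that passed the threshold between the pools. These shares therefore do not carry over to the real comparison, and the simulation does not check the scaling.

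Gene lists were tested with camera in limma 3.58.1 with a preset correlation of 0.01 between genes, and with fry and camera with an estimated correlation as checks. Of 4 lists fixed before the data were examined, 2 could be tested. A list of 12 nuclear-retained noncoding RNA genes had 0 members matched by name and was not analysed here. All 13 mitochondrially encoded genes are listed at 0 in every library, so none passed the filter. Adjustment was therefore over 2 lists. Correlations between libraries were computed on log2 CPM with a prior count of 2. The planned comparison of Neat1 itself and 1 member of the paraspeckle list are not reported here, while the summary of that list covers all of its 16 genes.

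Genes were named by a rule fixed before the data were examined. It takes the 5 largest fold changes in each direction among genes past the threshold, with CPM ranges that do not overlap between pools and a mean of at least 10 counts. It adds up to 5 members of each list past the threshold and the 5 most abundant genes in each pool. Rows with clone-based names were counted, and at most 2 per direction were named. Copies of a repeated small RNA gene, antisense or overlapping genes and close paralogs can share reads under an unstated counting scheme, and their values are uncertain.

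Replicate numbers are shared between the pools in the labels. Deviations from the pool means correlated between same-numbered libraries with r of 0.0409, -0.0195 and 0.02 for replicates 1, 2 and 3, so the numbers were not taken as pairs. Within pools, the chi-square of the counts of 2 libraries divided by its degrees of freedom was between 5.24 and 7.83, over genes with at least 20 counts and without the rows around Rn5-8s. The labels do not state whether libraries came from separate cultures, and this value does not show it. Each library was counted as a replicate as numbered in the labels. The alternatives were other scalings (DESeq2 1.42.0 size factors, total counts, upper-quartile), other filters, a replicate block, the DESeq2 test, limma-voom, other thresholds, and the omission of each library in turn. Named genes were refitted with DESeq2 size factors, total counts, the filter of at least 10 counts in every library, the replicate block, the DESeq2 test, limma-voom and the omission of each library, and not with the other alternatives. A relation with gene length was not tested, because lengths in the build of the table were not given.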

Results

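To find RNAs in direct contact with Neat1, RNA from psoralen-treated GH4C1 cells was pulled down with either of a pair of oligonucleotide pools. Neat1 is the long noncoding RNA on which paraspeckles, a class of nuclear body, are built. Each pool was represented by 3 libraries. The total counts with pool A were 3685899, 2528563 and 3187664 for replicates 1, 2 and 3. With pool B they were 2933953, 1826390 and 2643190. Between 10531 and 11839 genes had at least 10 counts in a library, and 9272 genes reached 10 counts in all 6 libraries.

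A few rows took a large part of the counts. The 10 most abundant genes of each library held between 16.8% and 27.8% of its counts. A run of 22 consecutive rows around the 5.8S ribosomal RNA gene Rn5-8s, nearly all with clone-based names, held 18.5% ± 4.9 (SD, n = 3) of the counts with pool A and 8.20% ± 2.57 (SD, n = 3) with pool B. The single most abundant row, AABR07015057.1, lies in this run. It held between 3.13% (95% Wilson interval 3.115% to 3.153%) and 9.06% (9.03% to 9.10%) of the counts with pool A. With pool B it held between 3.73% (3.704% to 3.748%) and 4.34% (4.32% to 4.37%).

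Libraries of the same pool resembled each other more than libraries of different pools. Across 11582 genes, Pearson's r of log2 CPM was between 0.930 and 0.949 for the 6 pairs of libraries within a pool. It was between 0.782 and 0.803 for the 9 pairs between pools. These correlations are across genes, which are not independent replicates. The lowest value within a pool moved most among genes with at least 10 counts in every library, to 0.948. The highest value between pools moved most with a prior count of 0.5, to 0.785.

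How far the recovered RNA depended on the pool was tested gene by gene. Of 11582 genes tested, 4700 (40.6%) differed between the pools at an adjusted p under 0.05 in edgeR's quasi-likelihood test. Of these, 2154 were higher with pool A and 2546 were higher with pool B. The median size of their log2 fold changes was 1.20. Differences of more than 2-fold were found for 1289 genes higher with pool A and 1649 higher with pool B. Differences of more than 4-fold were found for 397 and 509 genes. CPM ranges did not overlap between the pools for 49.1% of the tested genes, where random assignment of 3 against 3 libraries gives 10%. Of these genes, 2194 were higher with pool A and 3492 with pool B. CPM uses total counts without TMM, so part of the excess over 10% can come from the scaling. Among the alternatives, the numbers of genes past the threshold changed most when tested against a 1.5-fold change in place of no change, which left 1156 and 1521 genes. The direction split depended on the scaling. Genes higher with pool A were 45.8% of the calls under TMM, 36.9% with total counts alone and 52.8% with upper-quartile factors. The median log2 fold change over all tested genes was 0.02 under TMM and moved by -0.14 with total counts and by 0.10 with upper-quartile factors. Fold changes had little relation to abundance across genes (Spearman rho -0.055).

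**Figure D1:**
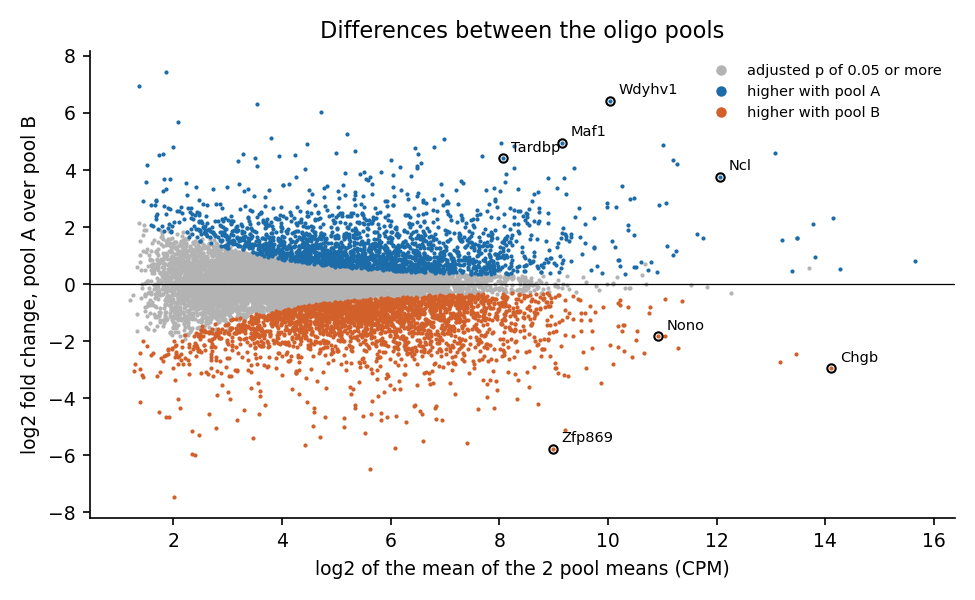
Log2 fold change of pool A over pool B (y axis) against the log2 of the mean CPM (x axis) for the 11582 genes tested. Blue and orange points are the 2154 and 2546 genes past the threshold, grey points the others, and circles mark genes named in the text.

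Among the genes with symbols that met the naming criteria, the largest difference in favour of pool A was that of Wdyhv1 (ENSRNOG00000006700), with 2072 ± 365 CPM (SD, n = 3) in pool A and 26.3 ± 5.5 CPM (SD, n = 3) in pool B. Its log2 fold change was 6.43 ± 0.20 (SE), with an edgeR adjusted p of 6.32e-19. LOC687679 followed with a log2 fold change of 6.03 ± 0.48 (SE) and an edgeR adjusted p of 5.65e-11, on pool B counts of 0, 5 and 1. The fold change was 7.99 without pool B replicate 2 and 5.34 without pool B replicate 1, so its size rests on single libraries. Cd83 had at most 3 counts in every pool B library and was at least 16.4-fold higher with pool A. Sap30 and Maf1 had log2 fold changes of 5.07 ± 0.25 (SE) and 4.96 ± 0.16 (SE). Maf1 fell from 1098 ± 117 CPM (SD, n = 3) in pool A to 38.7 ± 4.9 CPM (SD, n = 3) in pool B. Among rows with clone-based names, AABR07072841.1 and AABR07049299.1 were at least 4.42-fold and 14.01-fold higher with pool A.

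In favour of pool B, Zfp869 (ENSRNOG00000033351) had the smallest adjusted p of the 5 genes named for their fold change, with 1002 ± 46 CPM (SD, n = 3) in pool B and 16.6 ± 5.2 CPM (SD, n = 3) in pool A. Its log2 fold change was -5.77 ± 0.18 (SE), with an edgeR adjusted p of 6.32e-19. LOC100909824 had a log2 fold change of -6.48 ± 0.39 (SE) and an edgeR adjusted p of 2.17e-13, on pool A counts of 7, 0 and 2, and -7.82 without pool A replicate 1. LOC108348062 had one of -5.65 ± 0.71 (SE), on pool B counts of 109, 11 and 221, with -4.69 without pool B replicate 3 and -6.64 without pool A replicate 1. A copy of the U6 small nuclear RNA gene (ENSRNOG00000061086) and a copy of 7SK (ENSRNOG00000052575) were at least 6.82-fold and 8.43-fold higher with pool B. The limit for the U6 copy rested on pool B counts of 13, 10 and 38 and was 4.175-fold without pool B replicate 3. Both belong to repeated genes, and how reads were divided among the copies is not stated. The 24 tested 7SK copies together had a median log2 fold change of 0.49, in favour of pool A. That shift did not pass in limma's camera (adjusted p = 0.618 over 133 families of names). The named copy therefore does not describe 7SK as a whole. Among clone-named rows, AABR07002870.1 was at least 8.79-fold higher with pool B, and AABR07002774.1 had a log2 fold change of -5.74 ± 0.29 (SE).

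**Figure D2:**
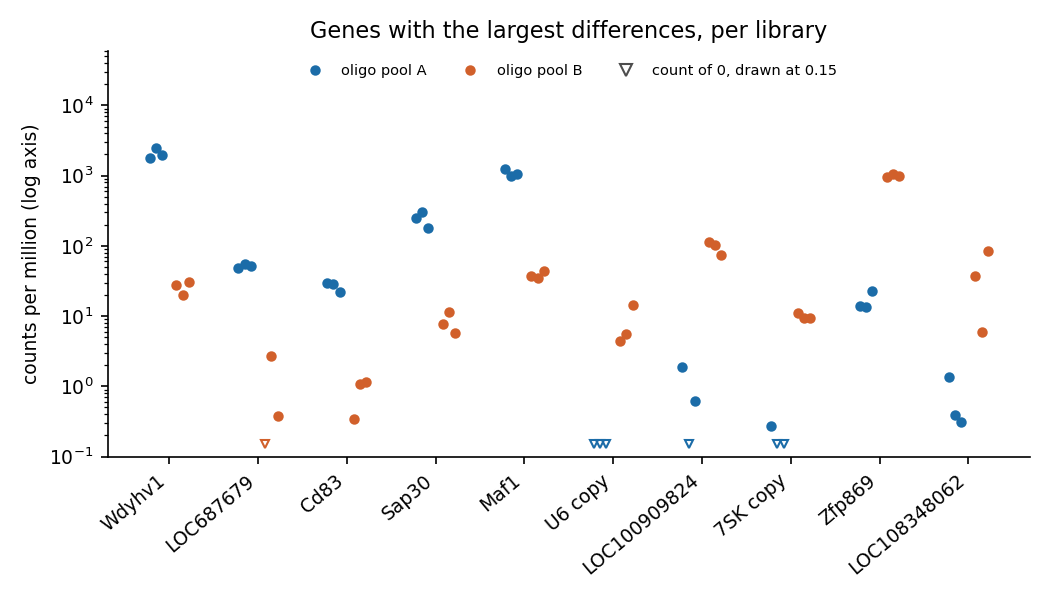
CPM on a log axis (y axis) in each library for the 5 genes with symbols that differed most in each direction (x axis). Open triangles are counts of 0, and no pool A value overlaps a pool B value in any of the 10 genes.

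Some of the most abundant transcripts were also among those that differed. Chgb, which encodes a granin of secretory granules, had 31688 ± 3740 CPM (SD, n = 3) with pool B and 3742 ± 428 CPM (SD, n = 3) with pool A. Its log2 fold change was -2.94 ± 0.17 (SE), with an edgeR adjusted p of 4.86e-14. Rpph1, the RNA component of ribonuclease P, and Parp2, in the next row of the table, were both higher with pool B. Their log2 fold changes were -2.45 ± 0.21 (SE) and -2.73 ± 0.21 (SE). Parp2 received between 0.652 and 0.967 counts per count of Rpph1 in the 6 libraries, and the table does not tell whether reads of this pair were separated. In the other direction, Ncl had 7915 ± 1147 CPM (SD, n = 3) with pool A and 641 ± 14 CPM (SD, n = 3) with pool B, a log2 fold change of 3.77 ± 0.16 (SE). LOC100359583 (log2 fold change 4.61), Hnrnpa1 (1.75) and Hirip3 (1.61) were abundant with pool A and higher there as well.

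The ribonuclease MRP RNA was abundant with both pools, at 11930 ± 2971 CPM (SD, n = 3) with pool A and 9499 ± 774 CPM (SD, n = 3) with pool B. Its log2 fold change of 0.46 ± 0.16 (SE) had an edgeR adjusted p of 0.0195. This call was lost with total counts alone (adjusted p 0.132) and when pool A replicate 3, pool B replicate 1 or pool B replicate 3 was left out (adjusted p 0.0853, 0.0666 and 0.0586), and the adjusted p ranged from 3.74e-05 to 0.132 over the alternatives run for named genes. Eef2 did not differ past the threshold, with a log2 fold change of -0.31 ± 0.15 (SE) and an edgeR adjusted p of 0.104. It passed the threshold with total counts alone (0.0224), with DESeq2 (0.0485), with limma-voom (0.00347) and without pool A replicate 1 (0.0248), within a range of 0.00347 to 0.443 over the same alternatives.

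Detection with a single pool was rare at this depth. Only 23 genes had at least 10 counts in all pool A libraries and at most 3 in every pool B library, and 15 genes showed the opposite. With a minimum of 5 counts these numbers were 86 and 57. They ranged from 32 to 66 and from 23 to 37 when a library was left out, with the highest values without pool B replicate 1 and without pool A replicate 1. They were 12 and 34 after all libraries were thinned to the smallest total.

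The fixed gene lists addressed whether RNAs tied to paraspeckle biology differed between the pools. Of 16 genes that encode paraspeckle proteins, 13 differed past the threshold, 9 higher with pool A and 4 higher with pool B. The number was 13 when adjusted over the list alone. Tardbp had 510 ± 66 CPM (SD, n = 3) with pool A and 26.4 ± 1.0 CPM (SD, n = 3) with pool B, a log2 fold change of 4.42 ± 0.17 (SE) with an edgeR adjusted p of 2.26e-17. Taf15 and Ewsr1 had log2 fold changes of 3.86 ± 0.29 and 2.38 ± 0.16 (SE). Nono went the other way, with 3100 ± 100 CPM (SD, n = 3) in pool B and 792 ± 84 CPM (SD, n = 3) in pool A, a log2 fold change of -1.82 ± 0.14 (SE). The median log2 fold change of the list was 0.77. As a set it did not pass the threshold in camera (p = 0.0466, adjusted p = 0.0932), whereas fry gave p = 0.000226 and camera with an estimated correlation gave p = 0.175.

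Of 22 circadian clock genes, 20 were tested and 7 differed past the threshold, 2 higher with pool A and 5 higher with pool B. The number was 7 when adjusted over the list alone. Dbp had 254 ± 9 CPM (SD, n = 3) with pool B and 43.2 ± 11.3 CPM (SD, n = 3) with pool A, a log2 fold change of -2.40 ± 0.18 (SE) with an edgeR adjusted p of 1.34e-11. Arntl, Csnk1e and Rorb had log2 fold changes of -1.83 ± 0.19, -1.33 ± 0.16 and -1.22 ± 0.17 (SE). Per3 was higher with pool A by 0.62 ± 0.18 (SE), with an edgeR adjusted p of 0.0069. The median log2 fold change of the list was -0.15. It moved to -0.29 without pool A replicate 3, to -0.30 without pool B replicate 2 and to -0.10 without pool B replicate 1. Camera gave p = 0.097 before and after adjustment, fry gave p = 0.000584, and camera with an estimated correlation gave p = 0.144. Camera with the preset correlation stayed above 0.05 for both lists after adjustment, and fry was the only method under it.

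**Figure D3:**
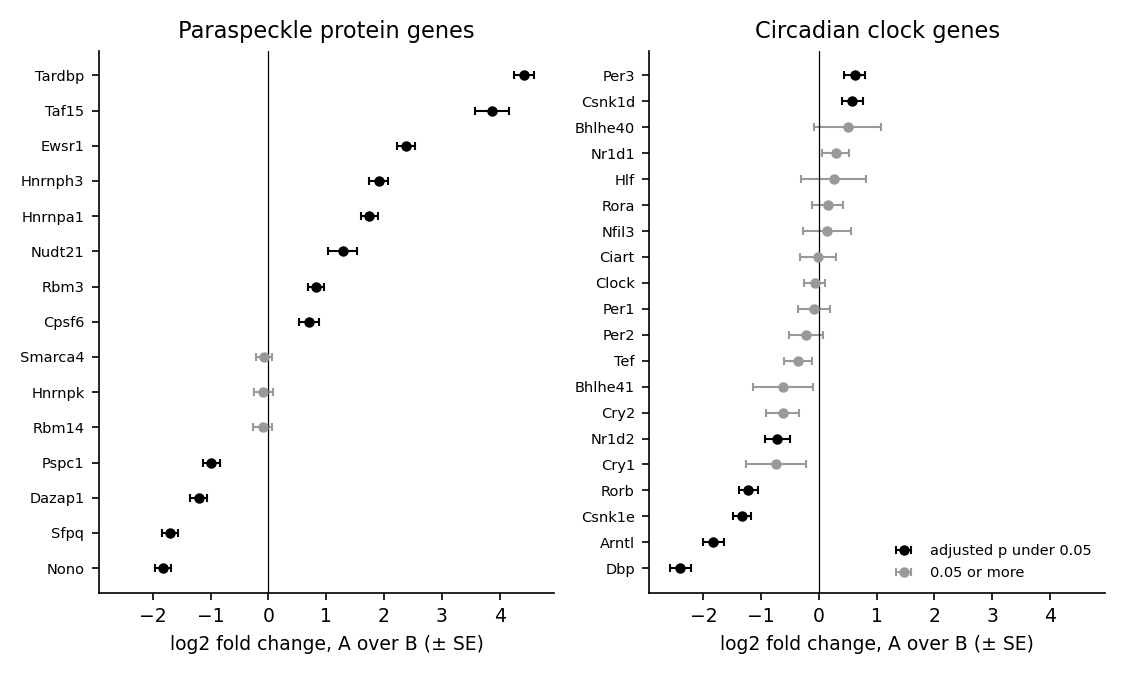
Log2 fold change of pool A over pool B with its standard error (x axis) for 15 paraspeckle protein genes and 20 clock genes (y axis), black where the adjusted p is under 0.05. The paraspeckle protein genes spread from -1.82 for Nono to 4.42 for Tardbp, and the clock genes from -2.40 for Dbp to 0.62 for Per3.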

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

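The alternatives were fixed before the data were examined, except leaving the rows around Rn5-8s out of the library sizes, which was chosen after seeing the data. The numbers of genes past the threshold stayed within 1.5 times 2154 and 2546 under the other scalings, filters and tests that were run, and with an adjusted p under 0.01 (1570 and 1956 genes). Under the scalings, the DESeq2 test and limma-voom, genes higher with pool A ranged from 1709 to 2515 and genes higher with pool B from 2251 to 2922. The exception was the test against a 1.5-fold change, which left 1156 and 1521 genes, by its own construction a stricter test. Of the calls with limma-voom, 2075 and 2498 were among the 2154 and 2546 genes. Leaving out a library gave from 1856 to 2046 and from 2194 to 2390 genes across the 6 fits. Part of each loss follows from the smaller number of libraries. The alternative with the rows around Rn5-8s left out of the library sizes gave 2162 and 2541 genes.

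Of 373 refits of the named genes under the alternatives run for them, 365 kept their direction and their side of the threshold. Of the others, 4 lost the call (RNase_MRP) and 4 gained it (Eef2).

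With the replicate number as a block, 2085 genes were higher with pool A and 2476 with pool B, and no list or named gene changed its call. Since same-numbered libraries did not deviate together, the block tests no real pairing.

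Both lists passed the threshold only with fry, with adjusted p-values of 0.000584 for the clock genes (median log2 fold change -0.15) and 0.000453 for the paraspeckle protein genes (median 0.77). Over the other alternatives run for the lists the adjusted p ranged from 0.0538 to 0.191 for the clock genes and from 0.0538 to 0.175 for the paraspeckle protein genes. Fry, in its directional form, asks whether the list's genes shifted in a direction, without reference to other genes. Camera asks whether they shifted more than other genes, so the tests can differ by construction. The clock median was -0.049 with upper-quartile factors, -0.075 with no filter and -0.29 with total counts alone. It ranged from -0.30 to -0.10 when a library was left out, with -0.29 without pool A replicate 3 and -0.30 without pool B replicate 2, and the paraspeckle median from 0.72 to 0.86.

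Values tied to low counts also moved. The lowest correlation within a pool was 0.948 among genes with at least 10 counts in every library and 0.914 with a prior count of 0.5. The highest correlation between pools was 0.785 with that prior count. When a library was left out, these values ranged from 0.925 to 0.938 and from 0.798 to 0.812. Genes detected with pool A only numbered 86, 4 and 12 with a minimum of 5 counts, a minimum of 20 counts and counts thinned to the smallest library, and those with pool B only numbered 57, 3 and 34. Without a library they numbered from 32 to 66, the highest without pool B replicate 1, and from 23 to 37, the highest without pool A replicate 1. Fewer libraries then had to pass, so more genes did. Spearman's rho between abundance and fold change ranged from -0.0754 to -0.0278 when a library was left out, the weakest without pool B replicate 3. Total depth therefore limits statements about genes found with a single pool.

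The fit with a gene length offset and the relation with gene length were not run, because gene lengths in the build of the table were not given. The lists of mitochondrial and noncoding RNA genes gave no value under any setting.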

Other observations

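The tests in this part were chosen after the results they concern had been seen, except the counts of other splits of the libraries for the number of genes and for both fixed lists. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many as 4700 genes past the threshold, the real split itself. The 9 others gave 0 such genes, with 97 to 203 genes at an unadjusted p under 0.05 against 5463 for the real split. With 10 splits the share cannot fall under 0.1. The 9 others mix the pools in both groups, so the pool difference adds to the spread within groups. Few calls follow there by construction, and these splits do not show how many calls arise without a pool difference. For the clock genes 4 of the 10 splits, and for the paraspeckle protein genes 1 of the 10 splits, gave a camera p as small as the real one.

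Genes named Zfp or Znf were higher with pool B as a group. Of 207 tested, 104 were higher with pool B and 21 higher with pool A past the threshold, and 53 were more than 4-fold higher with pool B. This put 50.2% of them higher with pool B past the threshold, against 21.5% of the 11375 other genes. Their median log2 fold change was -0.68, against 0.02 for the other genes. In a scan of 133 families of names with at least 10 tested members, this was the only family past the threshold with limma's camera (adjusted p = 4.36e-05). The next smallest adjusted p was 0.0896, and 16 families had an unadjusted p under 0.05. The family also passed with an estimated correlation (p = 0.000887) and with fry (p = 1.51e-07), and its median stayed between -0.802 and -0.667 when a library was left out. Of the 10 splits of the libraries, 1 gave a camera p as small. The 9 mixed splits gave camera values from 0.00363 to 0.0125, and each of them still sets 2 libraries of a pool against 1.

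Several technical readings of the zinc finger pattern are argued against by these tables. Its highest median under 4 scalings was -0.58, so scaling did not produce it. Among the 153 members with at least 10 counts in every library the median was -0.48 (limma's camera, adjusted p = 8.07e-05 over the 5 sets of this pattern), so low counts did not either. The 109 genes with other symbols in the rows beside members had a median of 0.023, so these neighbours did not shift with the family. Rows with clone-based, LOC or RGD names and with other zinc finger names were left out of them. Only 27 of the 109 lay beside clustered members, with a median of -0.14. A shift of the surroundings of the clusters is therefore not excluded. Zinc finger genes occur in clusters of similar copies, and 105 members with no other such name within 5 rows had a median of -0.22 (limma's camera, adjusted p = 0.0204). Their median ranged from -0.36 to -0.15 when a library was left out, and from -0.24 to -0.23 relative to the median of all genes under the 4 scalings. Reads shared with other genes named Zfp or Znf within 5 rows therefore do not account for the shift of these members. Similar copies farther away, or under clone-based or other names, were not looked for, so reads shared with those stay possible. For the 102 members in clusters, with a median of -1.52, shared reads cannot be told apart from a larger shift of the kind of zinc finger found there, since the counting scheme is not stated.

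A candidate explanation is a sequence that recurs in the coding regions of C2H2 zinc finger genes, which could pair with an oligonucleotide of pool B or with the RNA it retrieves. It was tested on other families. The 53 genes of other C2H2 families (Zscan, Zkscan and Zbtb names) had a median log2 fold change of -0.53, and 68 genes of zinc-binding families with other folds had a median of 0.02. The difference of -0.55 had p = 0.00255 in a two-sided permutation test of gene labels with 100000 resamples, which ignores correlation between genes. With limma's camera, the 53 genes had an adjusted p of 0.00788 with the preset correlation and an adjusted p of 0.0632 with an estimated correlation, over 4 sets. The 15 Zscan and Zkscan genes had a median of -0.82 (limma's camera, adjusted p of 0.000256 and adjusted p of 0.0518). The 38 Zbtb genes, most of the 53, had a median of -0.31 and did not pass (limma's camera, adjusted p of 0.264 and adjusted p of 0.45). A shared sequence therefore stays open, since the set tests divide on it. Nor do these values tell whether a pairing partner would be an oligonucleotide or a retrieved RNA. The oligonucleotide sequences and a pull-down with unrelated oligonucleotides, neither used here, would separate these. A biological difference in how the RNAs contact the target stays untested.

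The 13 mitochondrial protein genes, and all 30 rows from the first to the last of them, hold 0 counts over the 6 libraries. The 102 rows with names that begin with Rpl or Rps and a digit hold between 19960 and 35506 counts per library. They were taken by name alone, so not all need encode cytosolic ribosomal proteins. A total of exactly 0 is consistent with mitochondrial reads having been left out before counting, rather than with a low recovery that leaves a few counts. A recovery too low for any count was not excluded.

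Fold changes of genes in rows next to each other were weakly related across 5998 pairs of tested genes (Spearman rho 0.0898, Pearson r 0.125 with a permutation p of 1e-04, the smallest that 10000 permutations can give). Pairs 10 rows apart showed no such relation (rho 0.0028). Rpph1 and Parp2 are such a pair. Reads counted for both of 2 neighbouring genes could produce this, but so could transcripts that run on into the next gene. Runs of similar genes, such as the 102 clustered zinc finger members with a median of -1.52, were not left out of the pairs and could also contribute. Gene counts without positions do not separate the causes.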
